A study of Mus musculus with 10 samples. Its data were reported in "JNK1/2 represses Lkb1-deficiency-induced lung squamous cell carcinoma progression" (2019).

How the data were processed

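RNA from the lungs of 5 wild-type (WT) mice and from 5 lung squamous cell carcinomas (SCC) of mice with Lkb1 deleted in the airway epithelium, all aged 13 months per the labels, had been hybridised to single-colour Agilent whole-mouse-genome microarrays, 1 array per sample. Groups and replicate numbers were taken from the sample titles. The arrays lay on 3 slides: WT replicates 1 to 4 on slide 1, WT replicate 5 and SCC replicates 1 to 3 on slide 2, and SCC replicates 4 and 5 on slide 3.

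Per the file headers, the authors read the scanned images with Agilent Feature Extraction. The deposited scanner files hold for each spot a processed intensity on a linear scale after background subtraction, the median raw intensity of the spot and of its surroundings, and flags for outlier, saturated and well-above-background spots. The authors also deposited a matrix of log2 values. It matched log2 of the quantile-normalized processed intensity of the same array, with r of at least 0.9999 across probes on every array, and was used as an alternative only. The authors' methods state quantile normalization and log2 transformation, which the main analysis followed, and a one-way analysis of variance, in place of which it used limma. For 2 groups that is a t-test, which was run as an alternative.

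Control spots and outlier-flagged spots were left out, spots of the same probe were averaged as log2 processed intensity, and the 41174 probes were quantile-normalized between arrays. Flags left 113 probes without a value on at least 1 array. No probe was saturated. A probe counted as well above background on an array where at least 0.5 of its spots carried that flag, and it was tested if this held on at least 4 of the 5 arrays of at least 1 group, which left 30374 probes. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, all 10 arrays, no covariates), with Benjamini-Hochberg adjustment over the tested probes. A call required an adjusted p below 0.05 and at least a 2-fold difference. Differences are SCC minus WT on the log2 scale, and every adjusted p for a single probe comes from limma unless another test is named. Single values were also compared with an exact two-sided permutation test over all splits of the 10 arrays, whose smallest possible p is 0.00794. Where a probe was not well above background on any array of a group, the fold was given as a bound against the mean of, per array, the higher of the lowest normalized signal among probes well above background and the probe's own.

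Accessions in the files were paired with gene symbols through a table of RefSeq genes (assembly GRCm38.p6), without versions. Of the 41174 probes, 28223 (68.5%) received a symbol, covering 19096 genes. The files and the table use different genome builds, so no coordinates are given. A gene with several probes was represented by the probe with the highest mean signal over all 10 arrays. The floxed gene itself, Stk11 (Lkb1), is not analysed here, because no probe was paired with it through that table. The values of 1 other preset gene are not reported here, and it is left out of the plot of preset genes.

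Before the data were examined, 22 single genes, 17 gene sets and the tests were fixed. The author of the lists had read the study, so some squamous genes overlap genes that the study listed from these arrays, and Jun was named by the study on these arrays. These are not independent evidence. The genes named are the preset genes, and the 5 genes with the largest positive and the 5 with the largest negative difference among called probes that were well above background and unsaturated on all 10 arrays and whose groups did not overlap. Sex-linked genes were looked at on each array. The gene sets covered squamous differentiation, alveolar type 2, alveolar type 1, club, ciliated and endothelial cells, fibroblasts and matrix, proliferation, neutrophils, macrophages, T cells, B cells, cardiac muscle, skeletal muscle, JNK pathway kinases and scaffolds, AP-1 and immediate early genes, and AMPK and mTOR components. Sets were tested with the preranked form of limma's camera at a preset correlation of 0.01 between genes, against all other tested genes and with adjustment over the 17 sets, and with the exact permutation test of the mean score per array. Missing values were filled with the mean of the group for scores and for fry.

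The fit was tested on simulated data drawn from the means and spreads of the 30374 probes, with 5 arrays in each group and 200 probes changed by 2 log2 units. It recovered 168 of them (84.0%) with 6 false calls, and camera called none of 16 random sets. Means and spreads of single probes do not carry the correlation between genes on the real arrays. The result for random sets therefore says little about false set calls there. Over 185 probes spotted several times, the smallest SD between 2 arrays was 0.21 log2 units, and the largest SD of repeated spots within an array was 0.17. No pair of arrays was therefore as alike as repeated spots. This cannot exclude that 2 arrays held the same sample, since repeated spots leave out variation between arrays.

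Alternatives were 75th percentile scaling, normexp background correction with an offset of 50, the authors' matrix, no filter or a strict filter on dim probes, a common floor, outlier-flagged spots kept, the replicate number as a block, slide as a fixed or a random block, the t-test, a trended prior, each replicate left out in turn and, for sets, fry, an estimated correlation and the mean over all probes of a gene. The mean raw intensity planned for normexp was not used here, and the median raw intensity took its place. Array quality weights were added after the data had been seen. The number of arrays limits the precision of every value.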

Results

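Gene expression was measured in 10 mouse samples, 5 WT lungs and 5 SCCs from mice lacking Lkb1 in the airway epithelium. Lkb1, also called Stk11, encodes a kinase that acts as a tumour suppressor, and the comparison of both groups asked which genes change when a squamous tumour forms in its absence. Each array carried 43379 non-control spots for 41174 probes. The share of probes well above background was 73.0% ± 1.3 (SD, n = 5) on the WT arrays and ranged from 71.1% to 90.2% on the SCC arrays. SCC replicate 5 stood apart at 90.2%, against 71.0% to 74.5% on the other 9 arrays. The median processed signal of that array was 263, and it ranged from 125 to 180 on the others. Pairs of WT arrays correlated across tested probes at r = 0.986 to 0.993, pairs of SCC arrays at 0.906 to 0.990, and WT with SCC arrays at 0.850 to 0.946. These correlations are across probes, which are not independent replicates.

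**Figure D1:**
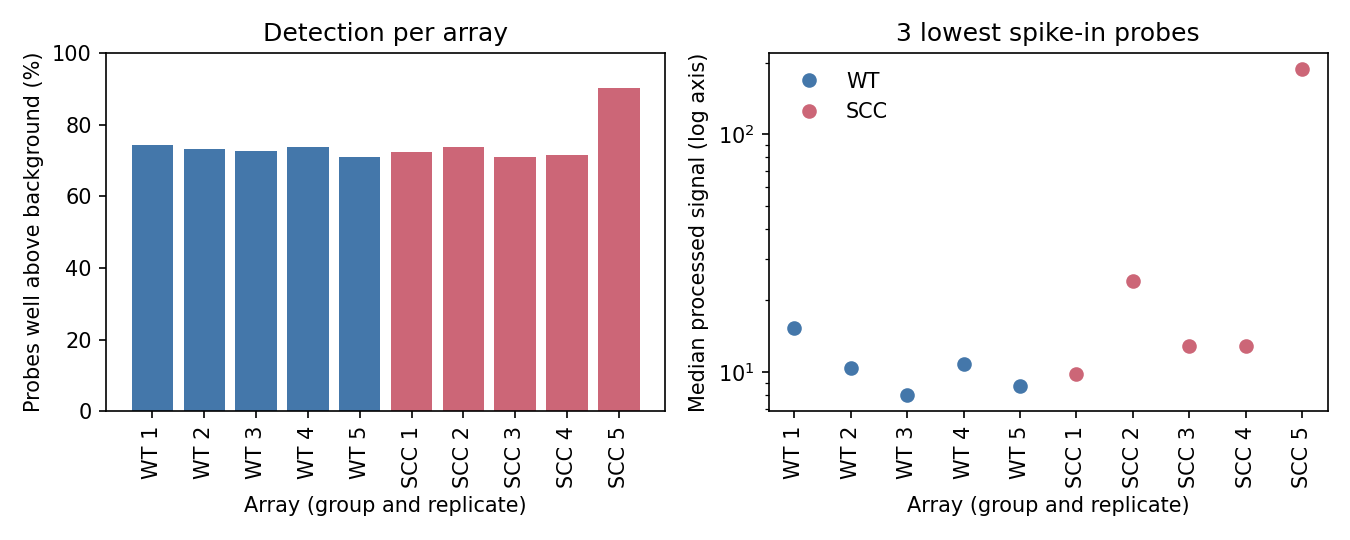
Left, percentage of probes well above background on each array (bars, WT in blue and SCC in red). Right, median processed signal of the 3 lowest spike-in probes on each array, on a log axis. SCC replicate 5 is highest in both panels, at 90.2% and 188.

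Sex-linked transcripts were checked on each array, since the labels give no sex. Xist was at 4.33, 2.27 and 2.58 log2 units on WT replicates 2 and 3 and SCC replicate 2, and between 13.75 and 14.19 on the other 7 arrays. On those 3 arrays the Y-linked genes Ddx3y and Eif2s3y were between 10.91 and 11.75. SCC replicate 5 combined Xist at 13.75 with Ddx3y at 8.34 and Eif2s3y at 8.64.

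Of 30374 probes tested, limma called 6954 (22.9%) at an adjusted p below 0.05 with at least a 2-fold difference, 3014 higher and 3940 lower in SCC than in WT. The called probes covered 2063 genes with a higher probe and 2279 with a lower probe, and 10 genes had probes called both ways. The values of the 5 SCC and the 5 WT arrays did not overlap for 5643 of the called probes (81.1%). Over all tested probes the share without overlap was 37.2%, where chance gives 0.794%. With the 2-fold requirement removed, 14878 probes passed. Slide moved the count most in the other direction. With slide as a fixed block, where only slide 2 holds both groups and its WT side is a single array, 2989 probes were called, 1402 higher and 1587 lower. Scaling to the 75th percentile in place of quantile normalization shifted the median difference of the tested probes by 0.12, from -0.090 to 0.032. It gave 3504 higher and 3080 lower calls, so that the share of higher calls went from 43.3% to 53.2%. Differences below are on the quantile scale. In addition, 182 probes were well above background on all 5 SCC arrays and on no WT array, and 44 of these were at least 16-fold higher in SCC. The opposite held for 54 probes.

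The largest differences among probes measured on all 10 arrays were in squamous keratins and secreted or surface proteins. Krt5 was at 17.16 ± 0.88 log2 units in SCC and 5.82 ± 0.50 in WT (SD, n = 5 each), a difference of 11.35 (SE 0.41, limma adjusted p 2.14e-07). Krt14 was higher by 10.40, Lypd3 by 10.22, Ltf by 9.78 and Krt16 by 8.81 log2 units. On SCC replicate 2, Krt16 was at 11.44, and on the other 4 SCC arrays it was between 16.55 and 16.92. The largest falls were in Bex4, which fell by 7.31, and Bex2, which fell by 5.55, followed by Myh6 (-4.98), Myh8 (-4.90) and Slc7a10 (-4.74). For Ltf and Myh6 the brighter probes differed by 8.80 and -4.68, and the sets use the latter. All 10 of these genes passed the adjusted threshold, with adjusted p at most 0.0016, and reached the smallest exact permutation p of 0.00794. Both results follow from the choice of these genes among called probes whose groups did not overlap. With slide as a fixed block, Bex2, Myh6, Myh8 and Slc7a10 no longer passed (adjusted p 0.0581, 0.117, 0.111 and 0.126), while their differences stayed between -5.49 and -4.52. Over all alternatives other than leaving out a replicate, the adjusted p ranged from 5.45e-07 to 0.0581 for Bex2, from 0.000258 to 0.117 for Myh6, from 0.000117 to 0.111 for Myh8 and from 2.52e-05 to 0.126 for Slc7a10.

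Of the 22 preset genes 21 had a probe, and all were well above background on all 10 arrays. In limma, 14 passed an adjusted p of 0.05 over all tested probes and 15 passed when adjusted over the list alone. The difference was Nkx2-1, and 9 genes also reached a 2-fold difference. The study used p63 and CK5 as squamous markers and TTF1 as an adenocarcinoma marker on tissue. Trp63, which encodes p63, was at 12.95 ± 0.51 in SCC and 5.50 ± 0.38 in WT (SD, n = 5 each), a difference of 7.44 (SE 0.27, limma adjusted p 2.13e-07), higher in 5 of 5 SCC arrays. Nkx2-1, which encodes TTF1, was at 12.32 ± 0.099 in SCC and 12.52 ± 0.078 in WT (SD, n = 5 each), a difference of -0.21 (SE 0.083, limma adjusted p 0.0635). All 5 SCC arrays were below the WT mean, and the exact permutation p was 0.0159. Sox2 was higher by 2.59, Epcam by 1.74, Erbb2 by 0.82 and Krt7 by 0.76. Dimmer probes were higher by 1.55 for Erbb2 and 1.17 for Krt7 (adjusted p 1.6e-05 and 0.00243), and a Trp63 probe that was above background on no WT array was at least 3.12-fold higher. Scgb1a1, the club cell secretory protein whose promoter drove the deletion, fell by 1.33. With slide as a fixed block, Scgb1a1 and Krt7 kept their direction and no longer passed. Trp53 did not pass with its brighter probe (0.070, adjusted p 0.627), and a dimmer probe was higher by 0.32 (adjusted p 0.0437).

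**Figure D2:**
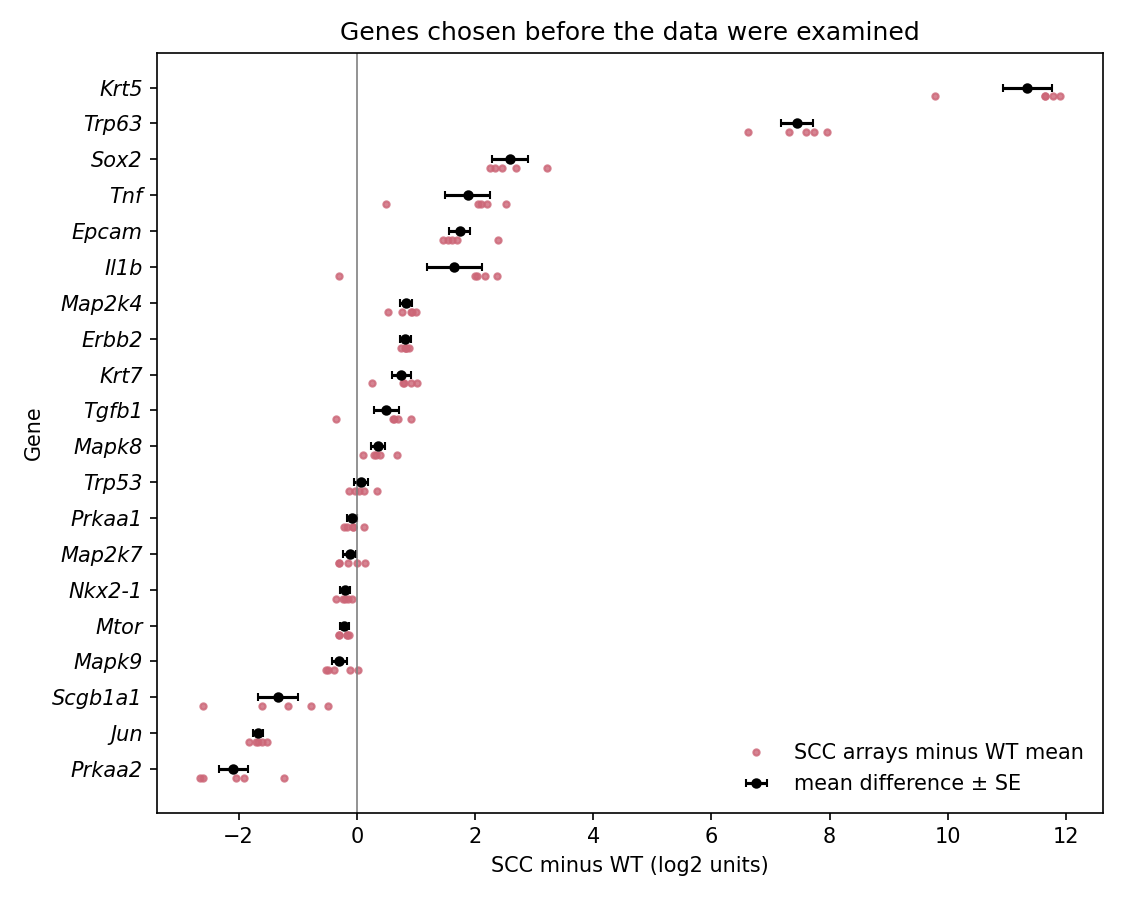
Difference between SCC and WT in log2 units for 20 preset genes (black, mean ± SE from limma) and the 5 SCC arrays minus the WT mean (red). Krt5 and Trp63 lie at 11.35 and 7.44, and Map2k7 at -0.12.

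The study reported reduced JNK activity in the tumours, with JNK protein maintained. For this it used phosphorylation and an enrichment analysis of JNK-induced genes on these arrays, which is not repeated here. It measured MKK7, the activating kinase, as mRNA by quantitative PCR and as protein. The mRNA of the kinases given below does not show their activity. Map2k7, which encodes MKK7, was at 9.61 ± 0.19 in SCC and 9.73 ± 0.13 in WT (SD, n = 5 each). The difference of -0.12 (SE 0.11, limma adjusted p 0.402, exact permutation p 0.294) was within the spread between replicates. A second, dimmer Map2k7 probe differed by -0.44 (adjusted p 0.132). The sign of the Map2k7 difference changed with slide as a fixed block (0.093, adjusted p 0.808), and its adjusted p was 0.0468 with array quality weights. These were the ends of its range over the alternatives other than leaving out a replicate. With a replicate left out it never passed (adjusted p 0.136 to 0.627). Its difference then ranged from -0.18 without SCC replicate 2 to -0.075 without SCC replicate 5. Map2k4, the other JNK kinase kinase, was higher by 0.83 (adjusted p 0.000187). Mapk8 was higher by 0.36 (adjusted p 0.025), and its other probes differed by -1.03 and 0.030 without passing. Mapk8 no longer passed under the replicate block and the slide block and in 4 of the 10 sets of arrays with a replicate left out. Mapk9 differed by -0.29 (adjusted p 0.089), and passed without SCC replicate 2 (-0.37), with normexp (-0.28) and with array quality weights (-0.41). Its 2 dimmer probes fell by 0.45 and 0.67 and passed (adjusted p 0.0209 and 0.0225). Jun, a JNK target, was at 11.50 ± 0.12 in SCC and 13.17 ± 0.087 in WT (SD, n = 5 each), a difference of -1.67 (SE 0.088, limma adjusted p 1.79e-06), lower in 5 of 5 SCC arrays. The cytokine genes Tnf and Il1b were higher by 1.88 and 1.65 and Tgfb1 by 0.50, the last with an adjusted p of 0.0772. SCC replicate 2 was the lowest SCC array for these 3 genes, and without it Tgfb1 was higher by 0.72 and passed. With slide as a fixed block, Tnf and Il1b kept their direction and no longer passed.

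The study also examined AMPK and mTOR as targets of Lkb1. It measured their phosphorylation on western blots, and reported it unchanged for AMPK alpha and lower for mTOR in the tumours. The values here are of mRNA and do not test this. Prkaa1, for AMPK alpha 1, differed by -0.076 (adjusted p 0.487), although a dimmer probe was higher by 0.88 (adjusted p 0.00121). Prkaa2, for AMPK alpha 2, fell by 2.09 (SE 0.25, adjusted p 0.000118). Mtor differed by -0.21 (SE 0.078, adjusted p 0.0475). It no longer passed with normexp, with no filter on dim probes, with either the replicate or the slide as a fixed block, and in 8 of the 10 sets of arrays with a replicate left out.

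Among the 17 gene sets, 11 passed an adjusted p of 0.05 with camera at the preset correlation. The squamous differentiation set, with 23 genes tested, was higher by a mean of 6.88 log2 units (camera adjusted p 1.42e-12), with all 23 genes higher. Of these, 6 were well above background on no WT array, so their part in the mean is not a measured difference. The mean of the other 17 was 5.96. Its score was at 10.16 on SCC replicate 2 and between 13.71 and 14.02 on the other SCC arrays, and the WT arrays were between 6.13 and 6.45. Proliferation was higher by 2.31 (camera adjusted p 6.54e-07) and neutrophil genes by 1.59 (camera adjusted p 0.0162). Neutrophil genes on SCC replicate 2 scored 9.14, within the WT range of 8.86 to 10.01. Sets lower in SCC were cardiac muscle (-3.37), endothelial cell (-2.11), B cell (-1.52), alveolar type 1 cell (-1.51), ciliated cell (-1.21), T cell (-1.12), alveolar type 2 cell (-0.61), and AMPK and mTOR components (-0.37), with camera adjusted p from 6.14e-08 to 0.0412. All 11 sets held under fry. None held when the correlation between genes was estimated from the 10 arrays, where the smallest adjusted p was 0.41. In the exact permutation test of the score per array, all 11 passed after adjustment over the sets, with adjusted p from 0.015 to 0.0482.

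The JNK pathway set, 14 kinases and scaffolds, differed by a mean of -0.30 and did not pass with camera (adjusted p 0.488), while its score per array passed in the exact permutation test (adjusted p 0.0368) and in fry (adjusted p 0.0122). Mapk10, which fell by 2.63 (adjusted p 0.0214), carried most of this mean, and the other 13 genes differed by a mean of -0.12 (exact permutation p 0.0556). Mapk10 was well above background on only 2 of the 5 SCC arrays. From 5.85 on WT replicate 1 to 9.14 on WT replicate 2, it ranked the WT arrays as the cardiac muscle score did. Its fall may therefore share the cause of the fall in cardiac muscle genes, which was not tested. The AP-1 and immediate early set rose by 0.64 although Jun fell, and did not pass with camera (adjusted p 0.101) but passed in the exact permutation test (adjusted p 0.027). Fibroblast and matrix (-0.35), macrophage (-0.26), skeletal muscle (-1.30) and club cell (0.46) did not pass with camera (adjusted p 0.659, 0.911, 0.335 and 0.724). In the exact permutation test fibroblast and matrix passed (adjusted p 0.0482). For the macrophage set 5 of the 9 genes were higher, and the median, 0.098, and the mean had opposite signs. Its negative mean was carried by Fabp1, which fell by 4.60. For the club cell set the median was -0.79 and the mean was carried by Scgb3a1, which was higher by 6.67.

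**Figure D3:**
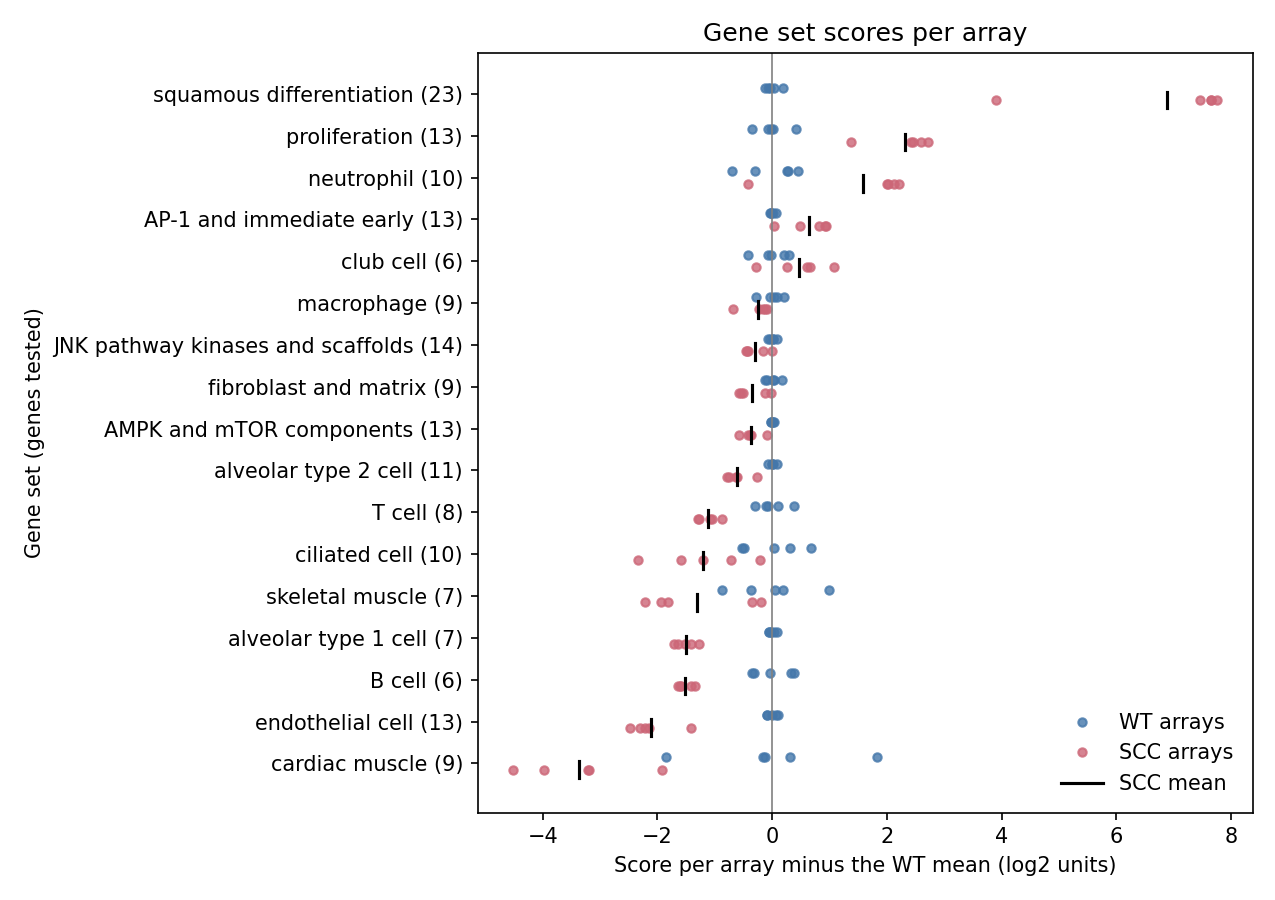
Score of each gene set per array, as the mean log2 signal of its tested genes minus the WT mean (blue, WT arrays; red, SCC arrays; black line, SCC mean). The squamous set lies highest, at a mean of 6.88, and cardiac muscle lowest, at -3.37.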

Values the study reported

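The study reported that among 56 Lkb1-deleted mice aged 11 to 14 months, squamous cell carcinoma was found in 16.1%, adenosquamous carcinoma in 5.4% and adenocarcinoma in 37.5%. It reported lower MKK7 mRNA and protein in the squamous tumours than in mouse lungs, with 5 samples each.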

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

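Tests chosen after the result was seen are those on background, spike-in probes and WT-like tissue. The gap of the highest or lowest array to its neighbour, divided by the range of its group, was examined in 116 groups of 5 arrays, and 17 exceeded 0.71. Chance gives such a gap in about 1 of 20 groups, and genes measured on the same arrays are not independent.

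Of these gaps, 13 were on SCC replicate 2. It was low for Krt5 (gap 0.879), Krt14 (0.894), Lypd3 (0.871), Krt16 (0.933), Tnf (0.763), Il1b (0.857), Tgfb1 (0.767) and Xist (0.962), and high for Epcam (0.755). It was also low for the squamous (0.92), proliferation (0.785), neutrophil (0.92) and macrophage (0.756) sets. Krt5 was at 15.60 there, against 17.45 to 17.70 on the other SCC arrays and at most 6.63 on the WT arrays. Normal lung tissue mixed into this sample may lower squamous genes. In its favour, this array correlated with WT arrays at 0.940 to 0.946, where no other SCC array exceeded 0.905. Its endothelial score was 13.03, against 11.95 to 12.28 on the other SCC arrays. Relative to the mean of SCC replicates 1, 3 and 4, the squamous genes were at a median of -3.57 log2 units. Dilution by normal lung would need a share of 91.6% for this, and would bring lung genes to at least -0.13 relative to WT. Over 590 probes at least 4-fold higher on every WT array than on SCC replicates 1, 3 and 4, SCC replicate 2 was at a median of -1.70 relative to WT (quartiles -2.07 and -1.35), and those 3 SCC arrays were between -3.41 and -2.82. This argues against normal lung as the whole cause, and a smaller share of it stays open. Apart from the squamous genes, 139 tested probes lay at least 4-fold above every WT and every other SCC array on SCC replicate 2 (SCC replicate 5 left out of the comparison), which normal lung does not supply, against 3, 0 and 8 on SCC replicates 1, 3 and 4. Bright probes specific to SCC replicate 2 included Tff1 (17.89) and Tff2 (17.79), named after their values were seen. On the other arrays, SCC replicate 5 left out, these reached at most 9.77 and 13.23. A tumour of another cell make-up and a sample taken under a wrong label stay open, and neither was tested. The low Xist of SCC replicate 2 came with high Y-linked genes (Ddx3y 11.28, Eif2s3y 11.66), as on WT replicates 2 and 3. This is the pattern of a male animal, and the study states that its mouse experiments included both sexes. The labels give no sex to check this against. The groups may therefore differ in sex, which no fit took into account.

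SCC replicate 5 was high for the share of probes well above background (90.2%, gap 0.861). Its 3 lowest spike-in probes, which match viral RNA added to every sample, had a median signal of 188 (gap 0.919). This median was between 7.99 and 15.4 on the WT arrays and at most 24.1 on the other SCC arrays. Of 7580 probes not well above background on any other array, 4763 were so on this one. A background raised over the whole array would lift negative controls alike. Their raw signal was 11 units above the median of the other arrays, and that of the 7580 dim probes was 50.5 units above, a ratio of 4.59. Mouse RNA or genomic DNA from elsewhere would leave viral spike-in probes alone if it bound matching probes only. Yet each of the 3 was at least 4.41 times its highest value on another array. Both explanations are argued against as the whole cause. Labelled material binding to probes without a matching target may have raised the dim end. It needs a rise in spike-in probes, and their median ratio was 4.49. That rise was already used against mouse material, so it gives no separate support, and such binding stays open. No biological explanation was tested. Without SCC replicate 5, 6828 probes were called, and 6296 of the 6954 calls were among them.

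The other gaps were Krt14 on WT replicate 4 (0.729), at 6.80 against at most 6.29 on the other WT arrays, and Ltf on SCC replicate 3 (0.804), at 17.75 against at least 17.96. Each spans under 1 log2 unit, and no biological explanation was tested for either.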

How the results depend on the processing

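Array quality weights were chosen after the data had been seen, and all other alternatives before. For Stk11 no alternative was run. The strict filter gave values only for probes well above background on all 10 arrays.

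The count of 6954 called probes stayed within 1.5 times under all alternatives except 3. Normexp gave 3969 (1909 higher, 2060 lower), slide as a fixed block 2989 (1402 higher, 1587 lower), and the adjusted p alone 14878 (6790 higher, 8088 lower). The last follows from dropping the fold requirement, and the cause was not tested for normexp. Slide as a fixed block rests on slide 2 alone, with 1 WT array. Of the 2989 calls, 2640 were also called without it. The t-test called 5867 probes at an unadjusted p below 0.01 with a 2-fold difference (2613 higher, 3254 lower), and 6525 after Benjamini-Hochberg adjustment. Leaving out a replicate gave 6356 to 8122 calls, the highest without SCC replicate 2. Slide as a random block had a within-slide correlation of -0.017.

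The replicate numbers shared by the groups do not pair the samples. Deviations of same-numbered arrays from their group means correlated across probes at -0.069, 0.0093, -0.072, -0.099 and -0.019. With the replicate number as a block, 6571 probes were called, 6522 of them among the 6954. Among the named genes, Mapk8 (adjusted p 0.0549) and Mtor (0.151) no longer passed, and no gene set changed its call.

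Trp63, Krt5 and Jun kept their direction and their side of the threshold under every alternative, with ranges over alternatives other than leaving out a replicate of 5.48 to 7.63, 9.76 to 11.63 and -1.68 to -1.58. Nkx2-1, not past the threshold at -0.21, passed with normexp (-0.20, adjusted p 0.0384), the t-test (-0.21, 0.0181), a trended prior (-0.21, 0.0288) and array weights (-0.17), with adjusted p from 0.0181 to 0.663 over its alternatives. Map2k7 changed sign with slide as a fixed block (0.093) and passed with array weights (-0.23, adjusted p 0.0468). Its adjusted p ranged from 0.0468 to 0.808. Trp53 changed sign with slide as a fixed block (-0.21, adjusted p 0.516, where its alternatives ranged from 0.516 to 0.71). The cause was not tested for these genes. Over the other named genes, 26 combinations of gene and alternative no longer passed the adjusted threshold and 5 newly passed it, of 575.

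With camera and a correlation estimated from the arrays, none of the 11 sets passed. Their mean differences are unchanged by this choice: squamous differentiation 6.88, proliferation 2.31, neutrophil 1.59, cardiac muscle -3.37, endothelial cell -2.11, B cell -1.52, alveolar type 1 cell -1.51, ciliated cell -1.21, T cell -1.12, alveolar type 2 cell -0.61, and AMPK and mTOR components -0.37. The adjusted p then ranged from 0.41 to 0.501. Ciliated cell was the least stable set. It also lost its call with normexp (-0.96), with the strict filter (-1.24), with array weights (-1.06) and in 4 of the 10 sets of arrays with a replicate left out, where its mean ranged from -1.45 to -0.93. With slide as a fixed block, alveolar type 2 cell (-0.43) and AMPK and mTOR components (-0.31) lost their calls, and the latter also with the mean over all probes of a gene (-0.28). Sets that gained a call were AP-1 and immediate early with array weights (0.82) and, with fry, skeletal muscle (-1.30) and JNK pathway kinases and scaffolds (-0.30). The cause was not tested. No set changed direction.

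Signal over background limits the dim end. Leaving out the filter gave 7159 calls, and 6682 of them were among the 6954.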

Other observations

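Tests chosen after the result was seen are those on the broad low-level signal, on a programme shared by SCC arrays, on Jun and on cardiac muscle. Those on chance and on slides were written before their values were seen. So was the test on material from SCC replicate 2, except that its brightness minimum, its measure relative to SCC replicate 2 and a second, smaller margin were chosen after a first look at such probes.

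SCC replicate 5 carried Y-linked signal beside high Xist, a combination that no other array showed at this level. Ddx3y and Eif2s3y lay 2.53 and 2.70 log2 units below SCC replicate 2 on the 75th percentile scale. Kdm5d and Uty were at -1.95 and -0.67, but at levels that 8.03% and 16.5% of the 7580 probes dim on the other arrays reached. The broad low-level signal of this array rarely reaches that far, since 3.01% of those probes were at or above the median of the 4 Y-linked genes. Material from SCC replicate 2 may be present in SCC replicate 5. To test this, probes were taken that were at least 4 log2 units higher on SCC replicate 2 than on each of the other 8 arrays and at 10 or more log2 units there, leaving out Y-linked genes, Alb, Umod and Myl1, which had been seen. On SCC replicate 5 these 26 probes were at a median of -2.34 relative to SCC replicate 2 (quartiles -2.46 and -2.11, extremes -2.90 and -1.68). These and the other choices of array-specific probes are on the 75th percentile scale too. Among them, named after their values were seen, are Tff1, Tff2, Reg1, Anxa10, Lgals4, Gkn2 and Vil1. Only 6 probes were specific in this way to any other array, and their medians on SCC replicate 5 lay between -6.48 and -4.65 relative to that array. With the margin lowered to 2 log2 units, 85 probes were specific to SCC replicate 2, at a median of -2.15 on SCC replicate 5, and other arrays with specific probes had medians between -5.52 and -2.87 over 2 to 9 probes. The share of probes raised on SCC replicate 5 by at least 1 log2 unit over the 8 arrays told little at either margin. It was 100% for SCC replicate 2 and also for the 3 probes of SCC replicate 4 and the 1 of WT replicate 5 at the larger margin, where it was 50% for the 2 of WT replicate 2. At the smaller margin it was 49.4% for SCC replicate 2 and 42.9% for the 7 probes of SCC replicate 4. It was lower for the 3 of WT replicate 2 (33.3%), the 9 of WT replicate 5 (11.1%) and the 2 of SCC replicate 1 (0%). A programme that SCC arrays share would raise such probes on other tumours too. When SCC replicates 1, 3 and 4 were in turn left out of the choice and looked at, the medians there were -5.75, -6.38 and -5.53 relative to SCC replicate 2. This argues against sharing among those arrays. The similar ratio over most of these probes and the brighter Y-linked genes is consistent with admixed RNA or labelled material, but it was not constant, and a second tumour of the same kind, or material from another animal, stays open. SCC replicates 2 and 5 lay on different slides. If they share material, the 5 SCC arrays are fewer than 5 independent samples.

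Chance in the grouping of the arrays can be excluded for the calls, and only narrowly for the number of sets. Of 126 possible splits 100 were drawn, and only 1, the real one, gave as many called probes, the next giving 14. Likewise only 1 gave as many as 11 sets, but 9 other splits gave 10, so that the number of sets hardly tells the groups from other groupings. Slide differences may add to the calls. Of 7950 probes called with slides 1 and 3 alone, 97.0% differed in the same direction within slide 2, against 80.0% of all tested probes, which argues against slide as the whole cause.

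Map2k7 did not pass here, with a difference of -0.12. This is the same direction as the fall quoted from the study above, but within the spread between replicates. With array quality weights it passed (-0.23, adjusted p 0.0468), so a small fall stays open.

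Jun was lower in all SCC arrays while 9 of the 12 other AP-1 and immediate early genes were higher. Handling of the tumours that lowered such genes could explain the fall in Jun, but the other 12 genes were higher by a mean of 0.83 (exact permutation p 0.00794, the smallest possible). This argues against handling that lowered all such genes alike. Fosl1 (3.09), Atf3 (2.20) and Fosl2 (1.76) rose most. Dusp1 was nearly unchanged (0.0060), and Fosb (-0.36), Nr4a1 (-0.27) and Jund (-0.25) were lower. A rise of some genes in the tumours could mask a loss by handling, so the mean cannot exclude it. A change of Jun in the tumour cells or the mix of cell types stays open.

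Cardiac muscle genes were higher in WT, with a score that varied between 9.96 and 13.64 there and between 7.29 and 9.90 in SCC. All 9 genes of the list were well above background on the 5 WT arrays. Myh6 was at 13.60 on WT replicate 2 and 9.18 on WT replicate 1. Differing amounts of heart-type muscle, as around the pulmonary veins, may be the source. It cannot be told apart from a difference in expression within the samples, since either would make these genes vary together (SD of the score over the WT arrays 1.31). The same holds for the fall of Myh6 in SCC, and a loss in the tumours stays open. Myh8, a skeletal muscle gene, varied alike.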
